A study of Homo sapiens with 14 samples.

How the data were processed

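RNA was sequenced from IMR90 cells, an established line of primary human lung fibroblasts. Per the labels' protocols, senescence was induced with 10 µM inflachromene (ICM), a small molecule that binds the chromatin proteins HMGB1 and HMGB2, for up to 6 days. Total RNA was extracted after lysis in Trizol with an on-column DNase step, and TruSeq libraries were sequenced from both ends on a NovaSeq instrument, per the labels' protocols. The labels name 14 libraries in 6 groups, which are untreated cells (WT), untreated cells with HMGB2 knocked down by siRNA (siHMGB2), ICM-treated cells (ICM), and ICM-treated cells with SRRM2, BANF1 or CTCF knocked down (siSRRM2, siBANF1, siCTCF).

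The deposited files hold whole-number counts of reads per gene symbol, 1 file per library, with no pooling of replicates. Each file lists 54628 symbols followed by 5 lines for reads given to no gene, whose names are those htseq-count writes. The aligner, the genome build, the annotation release, the counter's version and its strand setting are not stated in the labels or the files, so no coordinates are printed. The 5 lines were left out of library sizes and tests. Together they held between 12.8% and 41.8% of the reads of a library. Reads that fell in no annotated feature made up 2.69% to 18.44%, reads ambiguous between genes 1.58% to 9.53%, and reads that were not unique 7.15% to 20.67%. Library sizes ranged from 22336161 to 58257456 gene counts.

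The ICM libraries came with the replicate numbers 1 to 4. The labels of ICM 3 and 4 and of the siCTCF libraries differ in form from those of the other 10 libraries, and these 4 libraries were taken as a second set before the data were examined. Every knockdown was therefore compared with the ICM libraries of its own set, siSRRM2 and siBANF1 with ICM 1-2 and siCTCF with ICM 3-4. ICM 1-2 were compared with WT, and ICM 3-4 were used in their place as an alternative. WT has no library in the second set, so treatment and set are confounded in that alternative.

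Genes were kept by filterByExpr on the 7 cells of the design (the 6 groups, with ICM divided by set), which left 19126 genes. Counts were scaled by TMM and tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3. All 14 libraries entered a single fit with a mean for each cell, which left 7 residual degrees of freedom and a spread shared by all groups. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are those of the log2 fold change in that fit. CPM, the count of a gene scaled to the total gene counts of its library, was computed from unadjusted library totals and is given as mean ± SD. The 10 gene lists (481 genes) were written before the data were examined and were tested with camera in limma 3.58.1 with a preset correlation between genes of 0.01, with fry and camera with an estimated correlation as alternatives. Adjustment for the lists was over the 10 lists within a comparison.

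Genes were named by a rule fixed before the data were examined. It took the targeted gene, a panel of 13 genes, and the 3 genes with the highest and the 3 with the lowest log2 fold change among called genes with a mean of at least 10 CPM over the libraries compared and no overlap between the 2 arms. Within a called list, the gene with the largest change among those called was named. A gene that the rule selected for siSRRM2 vs ICM is not reported here. Where an arm held no counts, a bound was computed from 3 counts, the limit that a count of 0 allows. With 1 to 3 counts, a ratio with a 95% Clopper-Pearson interval was computed. These intervals and bounds cover counting error only. Gene classes were taken by symbol from the RefSeq gene table of assembly GRCh38.p14, in which 52046 of the 54628 symbols had an entry. Small RNA genes (621 symbols) are those for snoRNA, snRNA and other short structural RNAs. Exon overlaps between strands and transcript lengths were taken by symbol from GENCODE v29.

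The alternatives tried were scaling by relative log expression or by total counts, no filter beyond 1 count in any library, a minimum mean of 1 or 10 CPM, the Wald test of DESeq2 1.42.0, fits to the compared libraries only, a replicate block, an adjusted p under 0.01, a minimum change of 2-fold, other choices of the ICM libraries, and leaving out each library in turn. Fits to protein-coding genes only, fits without the ICM 1-2 and siBANF1 libraries, paired fits to the compared libraries only and the fit of ICM 3-4 with WT alone were added after the data were seen. Other steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

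The fit was tested on simulated data in which 200 of 19126 genes changed. With a spread common to all groups it recovered 49% of the changed genes for ICM vs WT with 3.9% false calls, 60.5% for siHMGB2 vs WT with 5.5%, 53.5% for siSRRM2 vs ICM with 1.8%, 52% for siBANF1 vs ICM with 5.5%, and 48.5% for siCTCF vs ICM with 2% false calls. The libraries do not share a spread, because replicates 1 and 2 of ICM and siBANF1 are far apart and those of siSRRM2 very close. When each group was simulated with its own spread, 22.8% of the calls for ICM vs WT were false, 21.8% for siSRRM2 vs ICM and 86.7% for siBANF1 vs ICM. No false calls appeared for siHMGB2 vs WT, where 36.5% of the changed genes were recovered, and 1.2% of the calls were false for siCTCF vs ICM, where 41% were recovered. Fits to the compared libraries only recovered 93% for siHMGB2 vs WT with 1.1% false calls and 81% for siCTCF vs ICM with 5.3%. They recovered 0% for ICM vs WT and for siSRRM2 vs ICM, and 6.5% for siBANF1 vs ICM with 7.1% false calls. The single fit was kept as the design because it was fixed beforehand, and the other fit is printed where it changes a call. The simulated replicates were independent, which those of ICM 1-2 and siBANF1, and those of siCTCF and ICM 3-4, are not, so the simulated rates for these comparisons hold only for independent libraries. Every simulated change was at least 2-fold, in a gene with a mean of at least 1 CPM. The simulated spread of a gene followed from its expression level alone. All simulated rates therefore leave out smaller changes and genes with a wider spread than others of their level. A simulated rise of 1 list in siHMGB2 vs WT was called by camera, with 0 of the other lists called. Genes were simulated independently of each other, so this cannot show how often camera calls a list falsely when its genes vary together.

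Splicing was not analysed here, because gene counts carry no exon or junction information.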

Results

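RNA was counted per gene in 14 libraries of IMR90 human lung fibroblasts. WT, siHMGB2, siSRRM2, siBANF1 and siCTCF had 2 libraries each and ICM had 4. Gene counts were 33561766 to 41168932 in the WT and siHMGB2 libraries, 39435430 to 58257456 in ICM 1-2, siSRRM2 and siBANF1, and 22336161 to 26779027 in ICM 3-4 and siCTCF. All values are counts as deposited, scaled to CPM for display.

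The composition of the libraries differed, and the small RNA genes did not follow the treatment. Small RNA genes took 3.19% to 6.06% of the gene counts in ICM 1-2, siSRRM2 and siBANF1, and 0.005% to 0.008% in each of the other 8 libraries. ICM 3 and ICM 4, which carry the same treatment label as ICM 1 and ICM 2, lay at 0.005% and 0.008%. Mitochondrial mRNA made up 2.70% to 3.54% in WT and siHMGB2, 0.068% to 0.754% in ICM 1-2, siSRRM2 and siBANF1, and 0.215% to 0.252% in ICM 3-4 and siCTCF. Over 93 pairs of genes whose exons overlap on opposite strands, the median count of the antisense gene was 0.471% to 0.596% of that of its partner in WT and siHMGB2 and 0.0628% to 0.151% elsewhere. Because the 6 ICM-background libraries of the first set are the ones with small RNAs, and neither WT library is, library composition and treatment cannot be separated in ICM vs WT. The differences of siSRRM2 and siBANF1 from ICM 1-2 are within that composition.

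**Figure D1:**
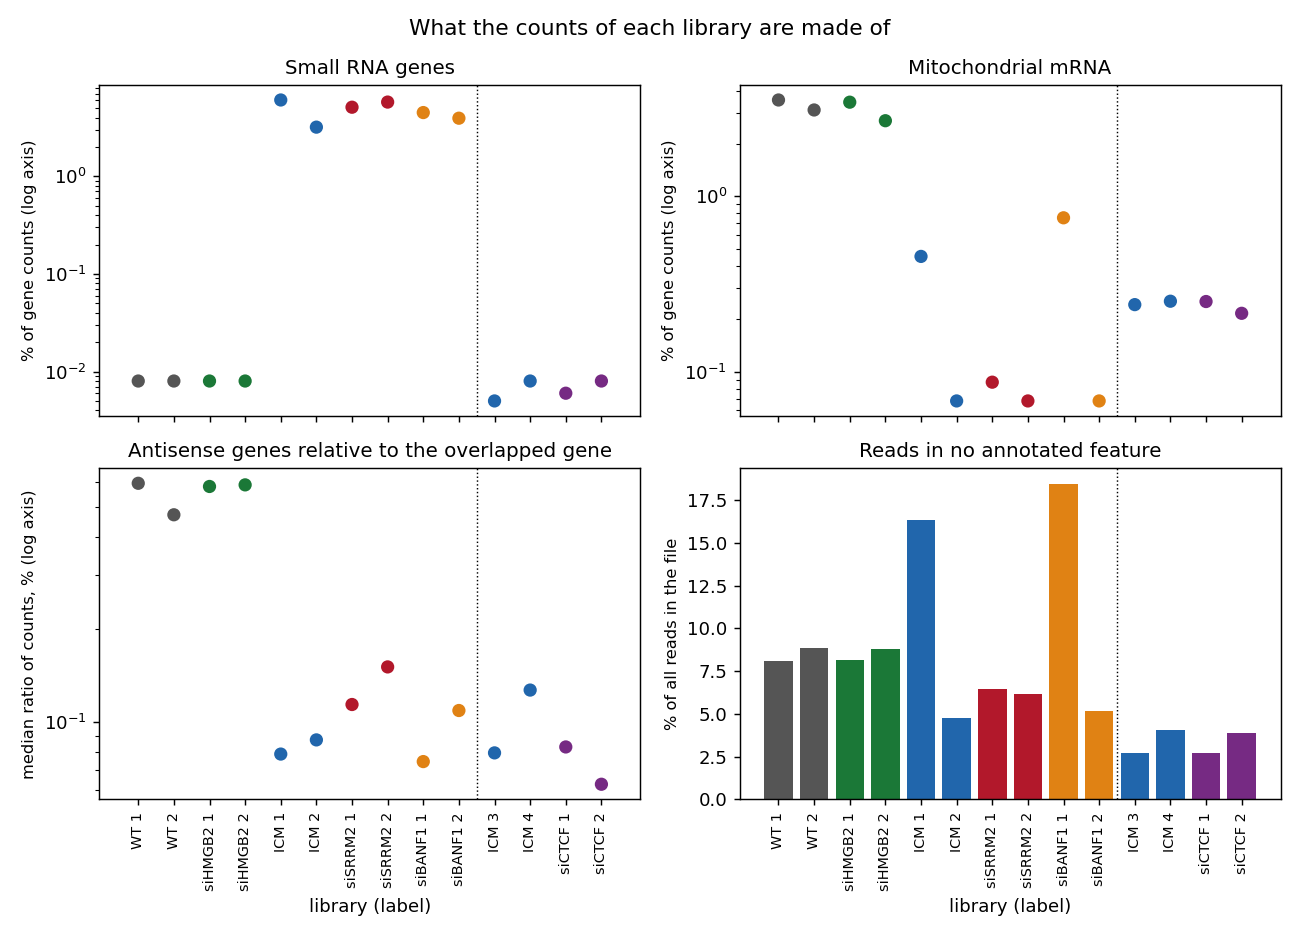
Shares of small RNA genes and mitochondrial mRNA in the gene counts, the median count of antisense genes relative to the overlapped gene (log axes, percent), and the share of all reads in no annotated feature (linear axis, percent), for each of the 14 libraries; the dotted line divides the first set from the second. Small RNA genes take at least 3.19% in the 6 libraries of ICM 1-2, siSRRM2 and siBANF1 and at most 0.008% in the other 8.

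Replicates of a group were not equally close. The chi-square per gene between libraries after scaling, with a median of 0.455 expected from sampling alone, had a median of 1.11 between siSRRM2 1 and 2, 3.13 between WT 1 and 2, 5.57 between siHMGB2 1 and 2, 7.73 between siCTCF 1 and 2, and 10.08 between ICM 3 and 4. It was 50.82 between ICM 1 and 2 and 49.03 between siBANF1 1 and 2. In contrast, ICM 2 and siBANF1 2 differed by 3.18, ICM 3 and siCTCF 1 by 2.68, and ICM 4 and siCTCF 2 by 1.75. Each of these is less than any replicate pair of ICM or siBANF1. ICM 1 and siBANF1 1 differed by 11.56, less than the replicates 1 and 2 of either group but more than ICM 3 and 4. The siSRRM2 libraries differed by more than sampling noise and were counted as 2 replicates. The first principal component of 13123 genes held 51.5% of the variance and placed ICM 1 at -62.7, ICM 2 at 37.8, ICM 3 at 75.4 and ICM 4 at 92.7, with WT at -69.1 and -74.9.

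**Figure D2:**
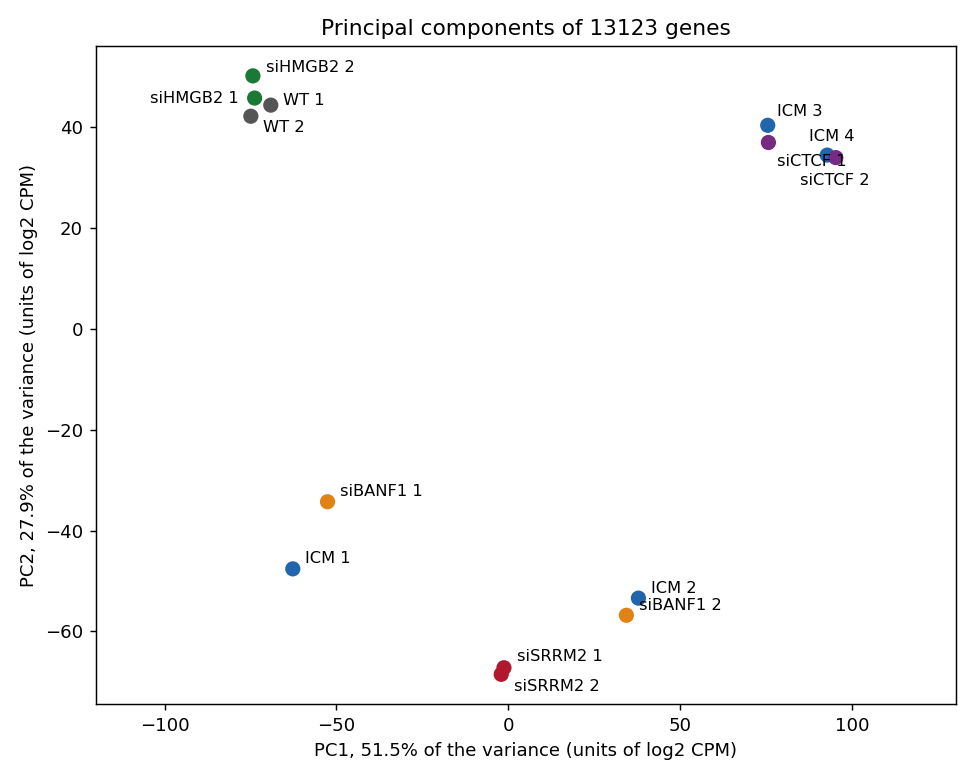
Scores of the 14 libraries on the first (51.5% of the variance) and second (27.9%) principal components of log2 CPM over 13123 genes, coloured by label. ICM 1 and siBANF1 1 lie apart from ICM 2 and siBANF1 2 on the first component, and the siCTCF libraries lie beside ICM 3 and ICM 4.

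The targeted genes were examined first in every library. HMGB2 was at 27.68 and 28.01 CPM in WT and at 3.18 and 3.52 CPM in siHMGB2, or 11.5% and 12.6% of the same-numbered WT library. CTCF was at 94.87 and 91.92 CPM in ICM 3 and 4 and at 71.5 and 22.97 CPM in siCTCF 1 and 2, or 75.4% and 25%. SRRM2 was at 237.8 and 112.4 CPM in ICM 1 and 2, at 76.05 and 76.42 CPM in the libraries labelled siSRRM2 (32.0% and 68.0%), and lower still, at 58.98 and 17.01 CPM, in the libraries labelled siBANF1 (24.8% and 15.1%). BANF1 was at 13.52 and 32.72 CPM in ICM 1 and 2, at 34.24 and 33.34 CPM in the libraries labelled siSRRM2 (253% and 102%), and at 16.96 and 36.72 CPM in the libraries labelled siBANF1 (125% and 112%). BANF1 was therefore not lower in the libraries labelled siBANF1 than in their controls, and the libraries with the lowest SRRM2 counts were those labelled siBANF1. The names the submitters gave the files of these 4 libraries carry the other knockdown of the pair. The labels were followed, and every direction given for these 4 libraries rests on them.

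**Figure D3:**
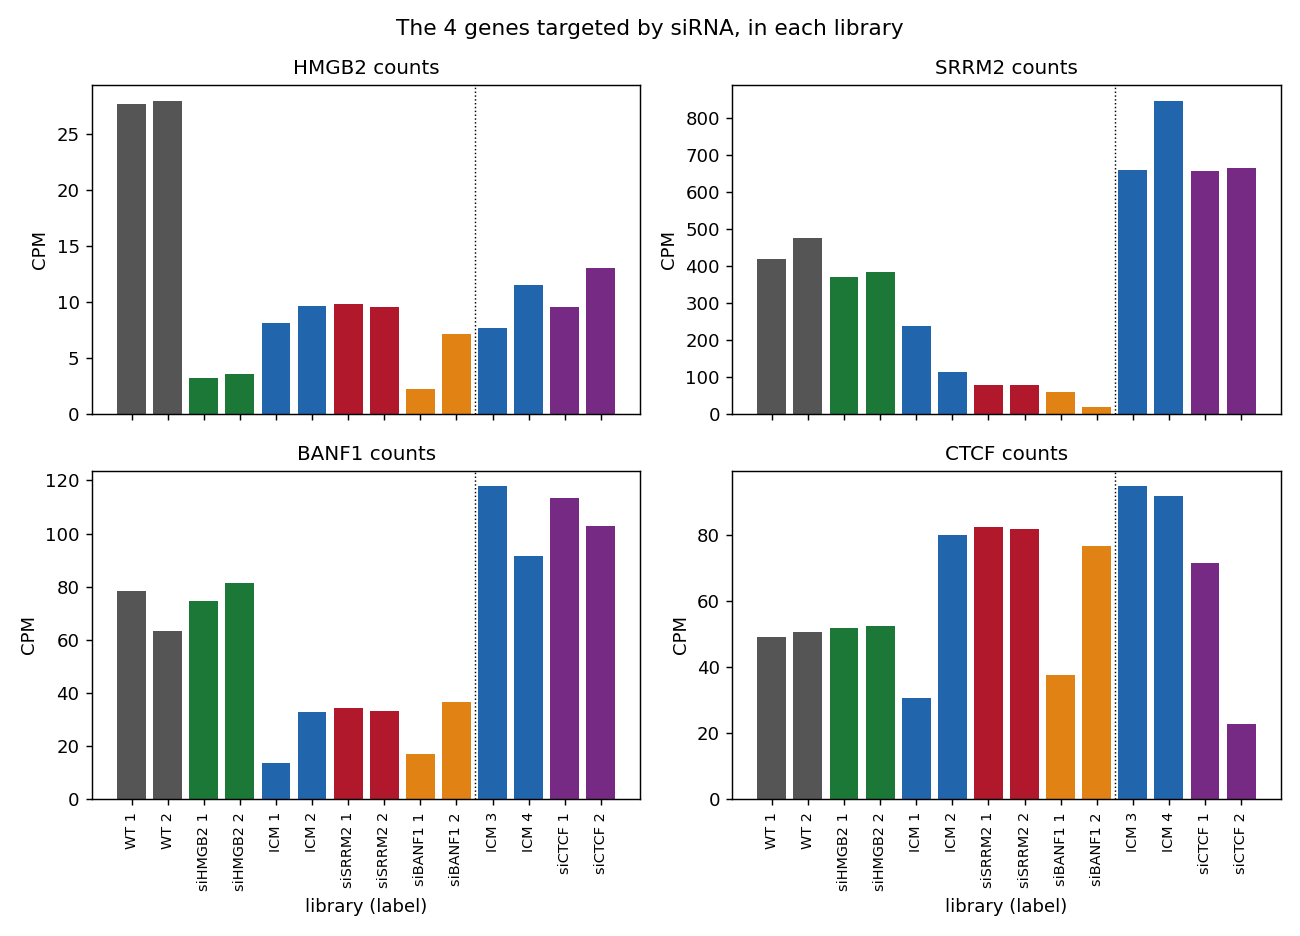
Counts of HMGB2, SRRM2, BANF1 and CTCF in CPM (linear axes from 0), 1 bar per library and coloured by label; the dotted line divides the first set from the second. HMGB2 is lowest in siBANF1 1 and the siHMGB2 libraries, and SRRM2 is lowest in siBANF1 2, at 17.01 CPM.

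The comparison of ICM 1-2 with WT asks how expression changes when senescence is induced with ICM. Of 19126 genes, 2582 were called, 1269 higher and 1313 lower, and 1585 of them were protein-coding. When only the 4 compared libraries entered the fit, 33 genes were called, the largest move as a ratio. The largest in number was to 8993, with ICM 3-4 in place of ICM 1-2 and only those libraries and WT in the fit. In simulated data with each group's own spread, 22.8% of the calls of the single fit were false for this comparison. Scaling by total counts in place of TMM moved the median log2 fold change of all genes from 0.10 to 0.24. The balance of the calls also turned, to 1481 higher and 1130 lower with total counts and to 1439 higher and 1189 lower with relative log expression. The highest changes were in small RNA genes. SNORD3A had 433670 counts in ICM 1-2 and 2 in WT, a ratio of 147000 with a counting interval from 40800 to 1220000. RN7SL4P, a pseudogene with near-identical copies, was at least 3574-fold higher. RPPH1 was at 16860 ± 6540 CPM against 0.327 ± 0.0415 CPM (SD, n = 2 each). The lowest were SNX22 (log2 fold change -9.63, SE 1.15), MIR1282 (-8.16, SE 0.86) and IGFBP7-AS1 (-6.89, SE 1.03). IGFBP7-AS1 is an antisense gene by name and is uncertain, since the strand setting of the counting is not stated. SNX22 was at 44.75 to 53.94 CPM in WT and siHMGB2 and at most 2.37 CPM in every other library. Antisense genes were higher in the same libraries. Reads counted on the wrong strand and a response to ICM cannot be told apart for SNX22. Among protein-coding genes alone, chosen by the same rule after the data were seen, H1-4, H4C5 and H4C8 were highest (log2 fold changes 7.40, 7.22 and 6.68) and SNX22, ELN (-6.40) and ND2 (-6.03) lowest. The histone genes are a multigene family whose copies may share reads.

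In the panel of 13 genes, 5 were called for ICM 1-2 vs WT over all genes tested and 7 adjusted over the list alone. LMNB1 fell from 20.66 ± 1.04 to 2.03 ± 0.698 CPM (log2 fold change -3.49, SE 0.33, adjusted p 0.000231, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MKI67 fell from 35.76 ± 4.26 to 0.672 ± 0.586 CPM (log2 fold change -5.83, SE 0.93, adjusted p 0.00396, same edgeR test). HMGB1 (-1.64, SE 0.26), HMGB2 (-1.79, SE 0.42) and BANF1 (-1.78, SE 0.40) were also called lower. SRRM2 (-1.46, SE 0.54) and IL6 (-3.16, SE 1.17) were called only when adjusted over the list alone. CDKN1A was at 1529 CPM in ICM 1 and 6974 CPM in ICM 2 against 1186 and 1225 CPM in WT, and its change was not called (log2 fold change 1.64, SE 0.69, edgeR quasi-likelihood adjusted p 0.139). CDKN2A, CXCL8, GLB1, SON and CTCF were not called. With only the 4 compared libraries in the fit none of the 5 was called, and the adjusted p of LMNB1 in that edgeR quasi-likelihood fit was 0.0651.

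Against the same WT libraries, ICM 3-4 gave 5797 called genes, 2732 higher and 3065 lower. Of the genes called for ICM 1-2, 1435 were also called for ICM 3-4, 1360 of them (94.8%) in the same direction. The log2 fold changes of the 2 sets had r = 0.59 across genes, against 0.31 (0.29 to 0.35 in 20 draws) for simulated unchanged groups with the same WT libraries. Genes are not independent replicates. In the panel 8 genes were called for ICM 3-4, over all genes and adjusted over the list alone. LMNB1, MKI67, HMGB1 and HMGB2 were again lower, and IL6 (-9.49, SE 1.59) and CXCL8 (-3.78, SE 1.23) were lower too. CDKN1A was called higher (log2 fold change 3.06, SE 0.73, edgeR quasi-likelihood adjusted p 0.0127), as was SON (1.11, SE 0.31), while SRRM2 (0.51, SE 0.53), BANF1 (0.33, SE 0.39) and CTCF (0.66, SE 0.52) were not. With only the 4 compared libraries in the fit, added after the data were seen, SRRM2 (0.55, edgeR quasi-likelihood adjusted p 0.041) and CTCF (0.71, adjusted p 0.00997) were called higher. HSPA5P1, HSPA8P5 and LOC100288073, pseudogenes that may share reads with their parent genes, were highest (log2 fold changes 7.75, 7.04 and 7.01). The lowest by fitted value were CACNB2, CXCL1 (-11.58, SE 1.98) and C11orf96 (-10.67, SE 2.08). CACNB2 had no counts in ICM 3-4 and was at least 353-fold lower, a bound that does not fix its rank among them. Camera called 7 lists for ICM 3-4 vs WT, of which 6 passed with fry and 0 with an estimated correlation. Their medians were -3.92 for proliferation, -3.44 for secretory genes, -3.34 for extracellular matrix, -1.71 for interferon-stimulated genes (-1.60 with bounds), -0.52 for ribosomal proteins, 0.92 for p53 targets and 2.75 for histones (2.77 with bounds). Splicing factors (0.00), cholesterol synthesis (0.22) and the stress genes (0.52) were not called. No batch term can separate set from treatment here, because WT is in the first set only.

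Of the 10 gene lists, 8 were called by camera for ICM 1-2 vs WT. Of these, 3 (proliferation, replication-dependent histones and splicing factors) also passed with fry, and 2 (proliferation and histones) with an estimated correlation. All 45 proliferation genes were lower (median log2 fold change -3.25, limma camera adjusted p 3.55e-25), with 35 called over all genes and 38 adjusted over the list alone. The largest change among them was in PBK (-6.84, SE 0.94). All 51 histone genes were higher (median 5.05, limma camera adjusted p 4.1e-27), with 43 called over all genes and 48 adjusted over the list alone. With the 8 histone genes that had no counts in WT set to their bound, the histone median was 4.93. The largest change in that list was in H4C6, at least 185-fold higher. Splicing factor genes had a median of -0.48 with 48 of 66 lower, 20 called over all genes and 25 adjusted over the list alone, the largest change being in HNRNPA1 (-2.77, SE 0.37). Without ICM 1 that median was -0.12 and without ICM 2 it was -0.93.

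The other lists called by camera alone for ICM 1-2 vs WT were senescence-associated secretory genes (median -1.20, 32 of 43 lower), p53 targets (0.68, 29 of 36 higher), cholesterol synthesis (-0.44, 22 of 28 lower), extracellular matrix (-0.98, 32 of 42 lower) and cytosolic ribosomal proteins (-0.47, 63 of 72 lower). These held 5, 5, 3, 6 and 13 genes called over all genes, and 5, 7, 3, 7 and 13 adjusted over the list alone. The largest changes were in CCL7 (-4.26), MDM2 (2.26), FADS2 (-1.39), ELN (-6.40) and RPS18, which was at least 13-fold higher from 61 counts and 0. RPS18 lies among genes of the major histocompatibility complex that were listed near 0 in every library and is unreliable. Interferon-stimulated genes (median -0.48) and unfolded protein and amino acid stress genes (0.15) were not called and held 2 and 4 genes called over all genes and as many adjusted over the list alone. The extracellular matrix median was -2.88 without ICM 1 and -0.37 without ICM 2, so its size rested on which ICM library was used. These values were 1.02 and 0.12 for p53 targets, -2.09 and -0.75 for secretory genes, -0.21 and -0.76 for cholesterol synthesis, and -0.16 and -0.88 for ribosomal proteins. For the lists not called they were -1.27 and -0.12 for interferon-stimulated genes and -0.02 and -0.33 for the stress genes, whose sign changed.

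**Figure D4:**
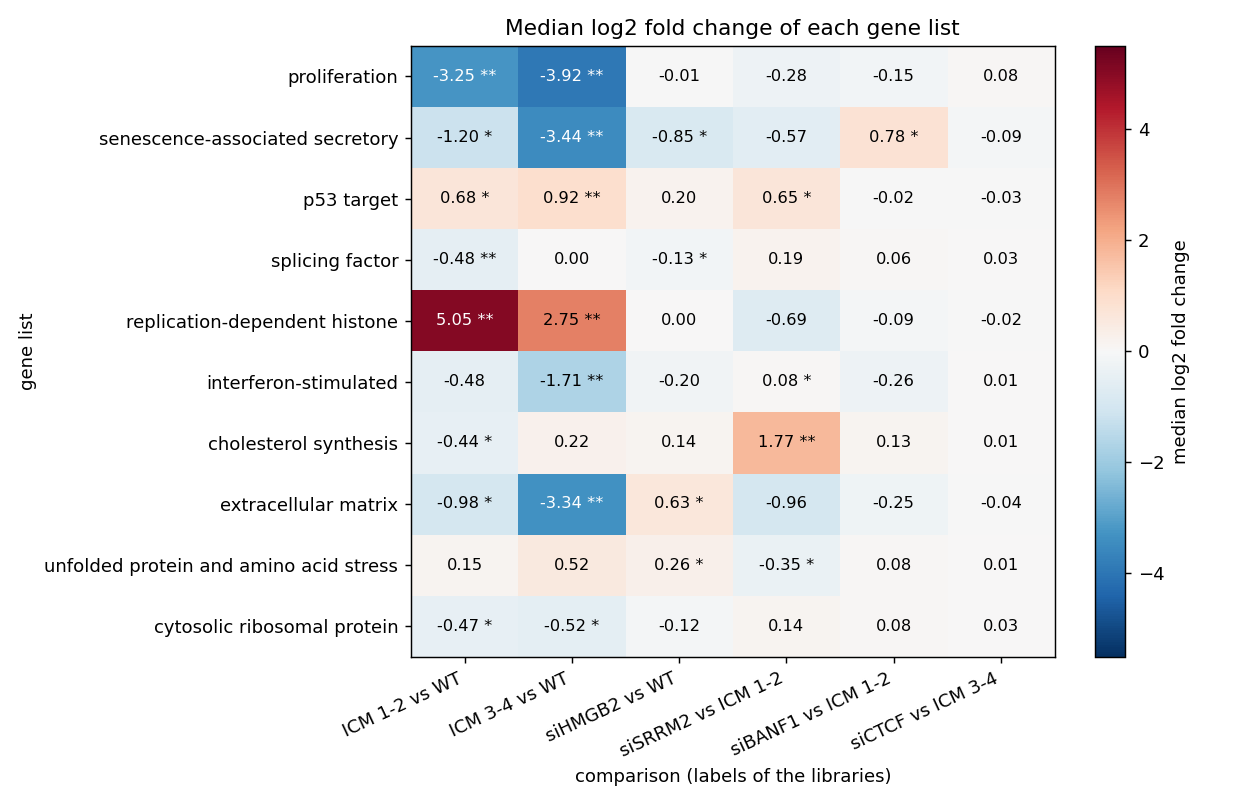
Median log2 fold change of the 10 gene lists (vertical axis) in 6 comparisons (horizontal axis), with 1 asterisk where limma camera gave an adjusted p under 0.05 and 2 where fry did too. Proliferation genes are at -3.25 and -3.92 in the 2 comparisons of ICM with WT, and cholesterol synthesis genes are at 1.77 in siSRRM2 vs ICM 1-2.

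The comparison of siHMGB2 with WT asks how much of the change depends on loss of HMGB2 in untreated cells. In the single fit 0 genes were called, with 908 at an unadjusted p under 0.05. HMGB2 itself had a log2 fold change of -3.0 (SE 0.44), lower in both libraries, with an adjusted p of 0.201 in edgeR's quasi-likelihood test. It was the only panel gene called when adjusted over the list alone. The spread of ICM 1-2 and siBANF1 entered that fit. With only the 4 compared libraries, 2055 genes were called, 1154 higher and 901 lower, and HMGB2 was called (log2 fold change -2.99, SE 0.18, edgeR quasi-likelihood adjusted p 1.68e-17). In simulated data with each group's own spread that fit recovered 93% of changed genes for siHMGB2 vs WT with 1.1% false calls, against 36.5% for the single fit. Simulated changes were all at least 2-fold and the simulated spread followed from expression level alone. These rates therefore do not cover smaller changes or genes with a wider spread among the 2055. By the naming rule applied to the fit of the 4 compared libraries, AMIGO2 rose from 17.37 ± 1.39 to 93.03 ± 19.2 CPM, KCNG1 from 28.96 ± 3.55 to 129.9 ± 36 CPM and GALNT6 from 3.94 ± 0.901 to 17.66 ± 4.26 CPM. SERPINB2 fell from 49.02 ± 24.9 to 4.72 ± 3.41 CPM and WNT16 from 32.80 ± 4.1 to 5.19 ± 1.91 CPM (SD, n = 2 each). In the panel, CDKN2A (0.44, SE 0.15) and CXCL8 (-1.11, SE 0.26) were also called in that fit, and LMNB1 (-0.04, SE 0.15) and MKI67 (0.00, SE 0.15) were not. CXCL8 was at 1759 and 747.4 CPM in WT and at 862.9 and 259.1 CPM in siHMGB2, so the arms overlapped. In the single fit the SE of CXCL8 was 1.11.

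For siHMGB2 vs WT, camera called 4 lists and neither fry nor an estimated correlation called any. These were extracellular matrix (median log2 fold change 0.63, 35 of 42 higher), senescence-associated secretory genes (-0.85, 32 of 43 lower), unfolded protein and amino acid stress (0.26, 26 of 43 higher) and splicing factors (-0.13, 54 of 66 lower). In the single fit no gene of these lists was called over all genes, and adjusted over the list alone 1 secretory gene was. The secretory median was -0.46 without WT 1, -0.49 without siHMGB2 2 and -1.29 without siHMGB2 1, and the stress median was 0.15 without WT 1 or without siHMGB2 2 and 0.17 without WT 2. Proliferation genes had a median of -0.01. The remaining lists had medians from -0.20 (interferon-stimulated) to 0.20 (p53 targets), and the histone median was 0.00, or 0.09 over the 34 histone genes above 3 counts in an arm. When each library was left out in turn, the histone median ran from -0.42 to 0.00 and that of ribosomal proteins from -0.26 to 0.01. The ranges were 0.11 to 0.19 for p53 targets, -0.28 to -0.09 for interferon-stimulated genes and 0.09 to 0.21 for cholesterol synthesis.

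The comparison of the libraries labelled siSRRM2 with ICM 1-2 asks which expression changes of senescent cells need SRRM2, a protein of nuclear speckles. In the single fit 34 genes were called, 19 higher and 15 lower, with 2168 at an unadjusted p under 0.05. With only the 4 compared libraries in the fit 0 genes were called, and with scaling by total counts 1 gene was, higher. In simulated data with each group's own spread, 21.8% of the calls for siSRRM2 vs ICM were false. SLITRK6 (log2 fold change 3.52, SE 0.53) and SULF2 (2.79, SE 0.41) were among the highest, and MYLIP (-1.99, SE 0.31), PDCD1LG2 (-1.99, SE 0.30) and USP31 (-1.73, SE 0.24) were the lowest. Against ICM 3-4, PDCD1LG2 was not lower (0.08). SRRM2 had a log2 fold change of -1.23 (SE 0.53, edgeR quasi-likelihood adjusted p 0.421), which was -0.49 without ICM 1 and -1.72 without ICM 2. No panel gene was called, over all genes or adjusted over the list alone.

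Cholesterol synthesis genes were higher in the libraries labelled siSRRM2 than in ICM 1-2 in 28 of 28 cases (median log2 fold change 1.77, limma camera adjusted p 2.71e-31), and this was the only list also called by fry (adjusted p 0.000895) and with an estimated correlation (camera adjusted p 0.0412). Over all genes 5 of them were called, and adjusted over the list alone 24. The largest change was in ACAT2, at 88.24 ± 0.203 against 14.06 ± 9.30 CPM (SD, n = 2 each). Against ICM 3-4 the median was 1.06 with 24 of 28 higher. Camera also called p53 targets (0.65, 33 of 36 higher, 3 adjusted over the list alone), interferon-stimulated genes (0.08, 21 of 37 higher, 4 adjusted over the list alone) and unfolded protein and amino acid stress genes (-0.35, 31 of 43 lower, 8 adjusted over the list alone), none of which passed with fry. The stress median turned to 0.20 without ICM 2. The p53 median was 0.26 without ICM 1 and 1.22 without ICM 2, and that of interferon-stimulated genes 0.83 and 0.07. Proliferation genes (-0.28), secretory genes (-0.57), splicing factors (0.19), histones (-0.69), extracellular matrix (-0.96, 1 gene adjusted over the list alone) and ribosomal proteins (0.14) were not called. Without ICM 1 the medians of 5 of these turned, to 0.47 for secretory genes, -0.13 for splicing factors, 0.18 for histones, 0.57 for extracellular matrix and -0.13 for ribosomal proteins. Against ICM 3-4, a contrast that crosses the sets, camera called secretory genes (1.10), histones (1.83) and extracellular matrix (1.51) higher. Interferon-stimulated genes (1.30) and stress genes (-0.82) were also called there, and p53 targets (0.14) were not.

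For the libraries labelled siBANF1, compared with ICM 1-2 to ask the same of BANF1, a chromatin-binding protein, 0 genes were called, with 591 at an unadjusted p under 0.05. With only the 4 compared libraries the count was also 0. The replicate differences of ICM 1-2 and siBANF1 had r = 0.85 across genes, and a fit to these 4 libraries with a replicate block, chosen after the data were seen, called 1 gene, SRRM2, which was lower. BANF1 had a log2 fold change of 0.25 (SE 0.39), which ranged from -0.31 to 0.92 when each library was left out in turn. Against ICM 3-4, a contrast that crosses the sets, BANF1 was at -1.86 and was called lower (edgeR quasi-likelihood adjusted p 0.0139). Against ICM 1-2, SRRM2 had -2.16 (SE 0.55) and in the single fit was the panel gene called when adjusted over the list alone. IL6 was at 679.8 CPM in siBANF1 1 and 17.29 CPM in siBANF1 2, and CXCL8 at 6127 and 237.3 CPM, so that the spread within the group exceeded the difference from ICM 1-2. Camera called 1 list, secretory genes (median 0.78, 32 of 43 higher, 1 gene adjusted over the list alone), which was not called by fry and whose median was -1.18 without siBANF1 1 and 1.99 without ICM 1. The medians of the other lists lay between -0.26 and 0.13, but single libraries moved them. When each library was left out in turn, extracellular matrix ran from -1.51 to 1.20, p53 targets from -0.79 to 0.47 and histones from -0.66 to 0.44.

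The comparison of siCTCF with ICM 3-4 asks what changes when CTCF is reduced in senescent cells. It gave 0 called genes, with 125 at an unadjusted p under 0.05, and 0 with only the 4 compared libraries. CTCF had a log2 fold change of -0.96 (SE 0.52, edgeR quasi-likelihood adjusted p 1), which was -2.09 without siCTCF 1 and -0.33 without siCTCF 2. The replicate differences of siCTCF and ICM 3-4 had r = 0.8 across genes. A fit to these 4 libraries that paired siCTCF 1 with ICM 3 and siCTCF 2 with ICM 4, chosen after the data were seen, called 4 genes. CTCF was among them (log2 fold change -1.16, edgeR quasi-likelihood adjusted p 2.92e-16, where the other alternatives gave 0.739 to 1). CTCF was at 75.4% of ICM 3 in siCTCF 1 and at 25% of ICM 4 in siCTCF 2. The paired p rests largely on a spread shared across genes and does not measure how alike these pairs were. No gene list was called in the single fit, with medians between -0.09 and 0.08, and no paired test of the lists was run. When each library was left out in turn, the median of extracellular matrix ran from -0.73 to 0.55 and that of secretory genes from -0.68 to 0.27.

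Correlations across genes were computed for 7 pairs of comparisons over 19126 genes. ICM 1-2 vs WT and siHMGB2 vs WT had r = 0.18, below the 0.37 (0.35 to 0.39) that simulated unchanged groups gave with the same WT libraries. The libraries labelled siSRRM2 and siBANF1 had r = 0.14 against ICM 1-2, below the simulated 0.65 (0.64 to 0.66), and -0.10 to 0.62 when each library was left out in turn. The siCTCF comparison had r = 0.00 with that of siSRRM2 and -0.01 with that of siBANF1, where no library was shared. When ICM 1-2 served as the control for all, these were 0.25 and 0.15, below the simulated 0.74 and 0.56. With ICM 3-4 vs WT the comparisons of siSRRM2 and siBANF1 had r = 0.09 and 0.04, and the siCTCF comparison had 0.03 with ICM 1-2 vs WT. None of the 4 values from shared controls exceeded its simulated value. In the simulation no group changed, whereas real changes that differ between 2 comparisons lower r. A value below the simulated one therefore cannot decide for or against a shared response. The simulated replicates were independent, whereas the replicate differences of ICM 1-2 and siBANF1 had r = 0.85. The simulated values therefore cannot serve as a reference for the pairs with siBANF1, and nothing is concluded from them there.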

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

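The test of transcript length and GC content and that of depth were chosen before their results were seen, and the other tests in this part were chosen only afterwards.

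Among the 4 ICM libraries, 20 measures were examined for a library far from the other 3, and 2 passed Dixon's 95% critical value for the gap to the nearest library divided by the range. Chance alone gives about 1 in 20. HMGB1 was at 158.4 CPM in ICM 2 and between 97.56 and 104.5 CPM in the others (ratio 0.887). The same difference was present between siBANF1 2 (158.9 CPM) and siBANF1 1 (94.23 CPM), which argues against chance in a single library. No technical or biological explanation was tested for HMGB1 alone. The share of reads in no annotated feature was 16.35% in ICM 1 and between 2.69% and 4.73% in the others (ratio 0.851). It was 18.44% in siBANF1 1, the highest of all libraries, and 8.10% and 8.87% in WT. The preparation of the 6 libraries with small RNAs was not the whole cause, since ICM 2 is among them and had 4.73%.

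ICM 1 and siBANF1 1 differed from ICM 2 and siBANF1 2 in the same genes, with r = 0.85 across 13123 genes for the replicate differences of the 2 groups. Genes are not independent replicates. Cells that did not respond to ICM, or an admixture of untreated cells, were weighed as the whole cause. ICM 1 alone against WT had a median log2 fold change of -3.68 for the proliferation genes, lower than the -3.06 of ICM 2 alone, which argues against either as the whole cause. A bias by transcript length and GC content was weighed next. Over 8787 genes the trend explained 16% of the variance of the difference in ICM and 23.5% in siBANF1, and after its removal the r of the differences was 0.84 against 0.87 before, so the trend was not the whole cause. More unspliced or nuclear RNA in ICM 1 and siBANF1 1 stays open. MALAT1, NEAT1 and XIST, which are nuclear, were at least 4.51 times as high in replicate 1 as in replicate 2 of both groups. The mitochondrial COX1 was also higher, by 7.66 and 11.1 times, which nuclear RNA alone does not bring, and this and nuclear RNA cannot be told apart from other causes because the counts hold no introns. A different extent of the response to ICM, a biological explanation, also stays open. Along the difference of ICM 3-4 from WT over 8961 protein-coding genes, with WT near 0, ICM 1 lay at 0.07 and siBANF1 1 at 0.14, against 0.68 for ICM 2 and 0.66 for siBANF1 2. The proliferation genes did not follow that order.

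The effect of ICM against WT differed between the sets, since the difference itself, ICM 3-4 against ICM 1-2, gave 3738 genes at an adjusted p under 0.05, 1631 higher and 2107 lower, by edgeR's quasi-likelihood test. The fit to those 4 libraries alone gave 239. Small RNA and other noncoding genes were not the whole cause, because 2907 genes were called when only protein-coding genes were tested. Depth was not the whole cause, because 3626 genes were called after every library was thinned to 22336161 counts. A difference in preparation or processing between the sets across protein-coding genes cannot be told apart from a different response to ICM for these 3738 genes, because each set holds ICM libraries of its own and WT is in the first set only.

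The reads given to no gene differed between libraries, in data that enter no comparison. The highest share outside WT was 18.44% for reads in no feature (siBANF1 1), 9.53% for ambiguous reads (siSRRM2 2) and 20.67% for reads not unique (siBANF1 1), against at most 8.87%, 1.72% and 7.67% in WT. Ambiguous reads made up at least 2.67% in each of the 6 libraries with small RNAs and at most 1.91% in the other 8, ICM 3 and ICM 4 included, so treatment with ICM does not account for them. Reads not unique made up at least 14.5% in those 6 libraries and at most 8.51% in the other 8. The preparation of the 6 libraries is a candidate explanation, as small RNA genes lie within other genes and have many copies. The splits cannot test it, because they are the pattern that it was offered to explain. No label describes a difference in preparation.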

How the results depend on the processing

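All alternatives were planned before the data were examined except the fits to protein-coding genes, the fits without the ICM 1-2 and siBANF1 libraries, the fits to the compared libraries only with a replicate block or a pairing, and the fit of ICM 3-4 with WT alone, which were chosen after seeing the data. The cause of a change was not tested unless it is stated.

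The number of called genes kept within 1.5 times its value in all 6 comparisons under scaling by relative log expression. Total counts gave 1 gene for siSRRM2 vs ICM, among the same 34. Without the filter beyond 1 count, 33733 genes were tested and the calls were 3883 for ICM vs WT (2183 of the same genes), 94 for siHMGB2 vs WT, 814 for siSRRM2 vs ICM (33 of the same genes) and 161 for siBANF1 vs ICM. A mean of at least 1 CPM gave 54 for siSRRM2 vs ICM. With protein-coding genes only, and so fewer genes tested, the calls were 1465 for ICM vs WT and 58 for siSRRM2 vs ICM. The Wald test of DESeq2 gave 4010 for ICM vs WT (2529 of the same genes), 74 for siHMGB2 vs WT, 727 for siSRRM2 vs ICM and 24 for siBANF1 vs ICM. In simulated data with each group's own spread, 71.3%, 63.6% and 92.8% of its calls were false for ICM vs WT and for the libraries labelled siSRRM2 and siBANF1, in that order. For siHMGB2 vs WT 0.7% of its calls were false, and 68% of the changed genes were recovered. An adjusted p under 0.01 gave, by the stricter threshold itself, 710, 1 and 1167 for ICM vs WT, siSRRM2 vs ICM and ICM 3-4 vs ICM 1-2.

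Fits to only the libraries compared gave 33 genes for ICM vs WT, all among the 2582, 2055 for siHMGB2 vs WT, 0 for siSRRM2 vs ICM and 239 for ICM 3-4 vs ICM 1-2. The fit without the ICM 1-2 and siBANF1 libraries gave 261 for siHMGB2 vs WT. With ICM 3-4 in place of ICM 1-2, or the reverse for siCTCF, the calls were 5797 for ICM vs WT (8993 when only those 4 libraries were fitted), 4284 for siSRRM2 vs ICM (28 of the same 34), 3016 for siBANF1 vs ICM and 3550 for siCTCF vs ICM. These contrasts cross the sets. Depth limited the calls, since thinning every library to 22336161 counts gave 2165 for ICM vs WT (2067 of the same genes) and 23 for siSRRM2 vs ICM.

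The replicate numbers are not known to pair libraries. Replicate differences had r = 0.22 between WT and siHMGB2, -0.18 between WT and ICM 1-2, 0.05 between ICM 1-2 and siSRRM2, and 0.85 between ICM 1-2 and siBANF1. A replicate block in the single fit gave 2801 called genes for ICM vs WT and 48 for siSRRM2 vs ICM, and 0 for both siHMGB2 and siBANF1. With only the libraries compared and the block, the calls were 1445 for ICM vs WT, 2293 for siHMGB2, 103 for siSRRM2 and 1 for siBANF1, which was SRRM2, named after its values were seen. Pairing siCTCF 1 with ICM 3 and siCTCF 2 with ICM 4 gave 4, which were CTCF, HSP90AA1, EIF3E and COPS2, also named afterwards, with CTCF at a log2 fold change of -1.16.

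HMGB2 in siHMGB2 vs WT passed the threshold with no filter (-3.01), DESeq2 (-2.99), only the libraries compared (-2.99, also with the block) and without ICM 1-2 and siBANF1 (-3.0). Its adjusted p ranged from 5.32e-53 to 0.192 over the alternatives (edgeR quasi-likelihood or DESeq2). SRRM2 in siSRRM2 vs ICM passed with no filter (-1.21) and against ICM 3-4 (-3.19). BANF1 in siBANF1 vs ICM changed direction against ICM 3-4 (-1.86) and against all 4 ICM libraries (-1.16). Against ICM 3-4 it passed as lower (edgeR quasi-likelihood adjusted p 0.0139), as did BANF1 in siSRRM2 (-1.54, adjusted p 0.0189). In the fits that each left out 1 library, HMGB2 ranged from -3.10 to -2.91, SRRM2 from -1.72 to -0.49, BANF1 from -0.31 to 0.92 and CTCF from -2.09 to -0.33.

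Of the 10 lists, 8 were called by camera for ICM vs WT, 3 by fry and 2 with an estimated correlation. For siHMGB2 vs WT these numbers were 4, 0 and 0, for siSRRM2 vs ICM 4, 1 and 1, and for siBANF1 vs ICM 1, 0 and 0. With the replicate block 3 lists were called for siSRRM2 vs ICM, the stress genes no longer among them (limma camera adjusted p 0.0532). With the other 2 ICM libraries 8 lists were called for siBANF1 vs ICM and 7 for siCTCF vs ICM.

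Correlations across genes ranged, over the fits that each left out 1 library, from 0.07 to 0.38 for ICM vs WT with siHMGB2 vs WT, -0.10 to 0.62 for siSRRM2 with siBANF1, -0.03 to 0.05 for siSRRM2 with siCTCF, -0.03 to 0.03 for siBANF1 with siCTCF, -0.38 to 0.32 for siSRRM2 with ICM 3-4 vs WT, -0.42 to 0.43 for siBANF1 with ICM 3-4 vs WT, and -0.03 to 0.08 for siCTCF with ICM vs WT. With ICM 1-2 as the control of every knockdown, siSRRM2 and siBANF1 had 0.25 and 0.15 with siCTCF, where the shared control raises r by construction. For siBANF1 with siCTCF a mean of at least 1 CPM gave -0.09, 10 CPM -0.16 and Spearman's rho -0.08. For siCTCF with ICM vs WT 10 CPM gave 0.16.

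Over 73 other named results there were 805 alternatives, of which 672 kept direction and side of the threshold, 30 no longer passed it, 32 newly passed it and 71 changed direction. The changes of direction under choices other than that of the ICM libraries were in panel genes near 0 that passed the threshold in neither fit. In ICM vs WT, SON and CTCF changed to 0.01 and 0.02 with relative log expression, DESeq2 and only the libraries compared, to 0.09 and 0.15 with total counts, and to 0.05 and 0.06 with protein-coding genes only. SON was at 0.01 with the block and CTCF at 0.00 with a mean of at least 1 CPM. HMGB1 in siHMGB2 vs WT was at -0.04 with total counts and MKI67 at 0.01 with the replicate block. In siCTCF vs ICM, LMNB1 and SON changed to 0.00 and 0.01 with no filter, only the libraries compared and the pairing.

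The choice of ICM libraries gave the other changes of direction. In ICM vs WT with ICM 3-4, GLB1, SON, SRRM2, BANF1 and CTCF were at -0.31, 1.11, 0.51, 0.33 and 0.66, and at -0.26, 1.16, 0.55, 0.37 and 0.71 when only those libraries were fitted. With all 4 ICM libraries SON and CTCF were at 0.65 and 0.36. In siSRRM2 vs ICM 3-4, PDCD1LG2, LMNB1, CDKN1A, MKI67, IL6, CXCL8, GLB1, BANF1 and CTCF were at 0.08, -0.01, -0.13, 2.16, 4.77, 0.84, 0.47, -1.54 and -0.09, and MKI67, GLB1 and BANF1 at 0.06, 0.07 and -0.84 with all 4. In siBANF1 vs ICM 3-4, HMGB1, LMNB1, CDKN1A, MKI67, GLB1, SON and CTCF were at 0.44, -0.74, -1.28, 2.78, 0.10, -0.79 and -0.60, and all of these except GLB1 at 0.19, -0.33, -0.73, 0.69, -0.33 and -0.29 with all 4. In siCTCF vs ICM 1-2, HMGB1, LMNB1, CDKN1A, MKI67, CXCL8, SON and SRRM2 were at -0.25, 0.94, 1.37, -2.40, -2.54, 1.15 and 1.78, and at -0.03, 0.39, 0.48, -1.69, -1.76, 0.46 and 0.49 with all 4.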

Other observations

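The test of the major histocompatibility complex was chosen before its result was seen, and the other tests in this part were chosen only afterwards.

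SRRM2 in the libraries labelled siBANF1 was at 24.8% and 15.1% of the same-numbered ICM libraries, a larger reduction than the 32.0% and 68.0% in the libraries labelled siSRRM2. This is consistent with the libraries labelled siBANF1 having come from cells with SRRM2 knocked down, as the submitted names of the files have it. A plain exchange of the 2 labels in which both knockdowns lowered the counts of their target is argued against by BANF1, which was at 253% and 102% of the same-numbered ICM libraries in those labelled siSRRM2. Against ICM 3-4, BANF1 was called lower in both groups (log2 fold changes -1.54 and -1.86), but ICM 1-2 were themselves lower than ICM 3-4. An exchange with a BANF1 knockdown that did not show in the counts stays open. Until the labels are settled, the cholesterol synthesis result belongs to the libraries and not to a gene.

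Cholesterol synthesis genes were higher in the libraries labelled siSRRM2 with ICM 1 alone as the control (median log2 fold change 2.04) and with ICM 2 alone. ICM 1, which differs from the other ICM libraries, was not the whole cause, because the median log2 fold change without it was 1.37. A response to the knockdown may explain the rise, and a difference in culture was not tested.

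Small RNA genes were found in quantity in 6 of the 14 libraries. The share of snoRNA and snRNA genes was at least 1.34% in each of ICM 1-2, siSRRM2 and siBANF1 and at most 0.0079% in the other 8, over 597 genes that had not been looked at when the split was noticed in other small RNA genes. A preparation that kept RNA without poly(A) tails in those 6 libraries is a candidate explanation. Treatment with ICM is argued against, because the higher of ICM 3 and ICM 4 had 0.008% of small RNA genes. The rise of the histone genes in ICM 1-2, whose mRNA lacks a poly(A) tail, may share that source, although the histone median was also 2.75 in ICM 3-4 against WT, where small RNAs were absent.

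Mitochondrial mRNA was lower than in WT in every library with ICM. The preparation of the 6 libraries was not the whole cause, because ICM 3-4 and siCTCF, without small RNAs, had at most 0.252% against at least 3.11% in WT. Treatment with ICM stays open and may explain it, but set and treatment are confounded for the second set.

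Genes antisense to the exons of other genes had higher counts in WT and siHMGB2, where the median over 93 pairs was at least 0.471% of the partner, against at most 0.151% in the other 10 libraries. More reads counted on the wrong strand is a candidate explanation. It cannot be told apart from a change with ICM, because all 10 libraries had ICM. Over 846 pairs whose gene spans overlap the medians were 0.0131% to 0.0169%. A small constant was added to both CPM values of every pair before the ratio was taken. These medians lie near what that constant alone gives for an antisense gene without counts. The measure over the 846 pairs therefore could not separate the libraries.

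The replicate differences of siCTCF and ICM 3-4 had r = 0.8 across 13123 genes, with siCTCF 1 like ICM 3 and siCTCF 2 like ICM 4. That value is what a culture or batch shared by siCTCF 1 with ICM 3 and by siCTCF 2 with ICM 4 would need, and this is a candidate explanation. No biological explanation was tested.

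The libraries siSRRM2 1 and 2 were the most alike of any group. Their median chi-square of 1.11 exceeded the 0.465 simulated for sampling from the same pool, which argues against 1 library counted a second time. The lowest value for any other group was 3.13, in WT. A single RNA sample split into 2 libraries cannot be told apart from very similar cultures, because no group is known to have been split. If it was split, these 2 are not independent, and the 34 genes called for siSRRM2 vs ICM rest on a single knockdown culture.

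Of 132 protein-coding genes in the major histocompatibility complex, 105 (79.5%) were under 0.1 CPM on average, against 236 of 855 (27.6%) elsewhere on chromosome 6 (Fisher's exact test, 2-sided, p = 3.43e-30). RPS18 was at no more than 1.08 CPM in any library, but HLA-B was at 91.2 to 362 CPM. Reads lost as not unique to a reference that repeats the region in alternate sequences are a candidate explanation for the genes near 0. Such a loss did not reach every gene of the region, HLA-B among them. The counts of the genes near 0 are not taken as expression levels. Outside that region, POLR2A, chosen after its values were seen, was at 0 to 0.0899 CPM in the 6 libraries with small RNAs and at 10.2 to 60.7 CPM in the other 8. The cause of that difference was not tested, and the counts of POLR2A in the 6 libraries are not taken as expression levels either.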
